# RBP-J regulates homeostasis and function of circulating Ly6C^lo^ monocytes

**DOI:** 10.7554/eLife.88135

**Published:** 2024-02-26

**Authors:** Tiantian Kou, Lan Kang, Bin Zhang, Jiaqi Li, Baohong Zhao, Wenwen Zeng, Xiaoyu Hu

**Keywords:** RBP-J, Ly6C^lo^ monocyte, lung interstitial macrophage, CCR2, Mouse

## Abstract

Notch-RBP-J signaling plays an essential role in the maintenance of myeloid homeostasis. However, its role in monocyte cell fate decisions is not fully understood. Here, we showed that conditional deletion of transcription factor RBP-J in myeloid cells resulted in marked accumulation of blood Ly6C^lo^ monocytes that highly expressed chemokine receptor CCR2. Bone marrow transplantation and parabiosis experiments revealed a cell-intrinsic requirement of RBP-J for controlling blood Ly6C^lo^CCR2^hi^ monocytes. RBP-J-deficient Ly6C^lo^ monocytes exhibited enhanced capacity competing with wildtype counterparts in blood circulation. In accordance with alterations of circulating monocytes, RBP-J deficiency led to markedly increased population of lung tissues with Ly6C^lo^ monocytes and CD16.2^+^ interstitial macrophages. Furthermore, RBP-J deficiency-associated phenotypes could be genetically corrected by further deleting *Ccr2* in myeloid cells. These results demonstrate that RBP-J functions as a crucial regulator of blood Ly6C^lo^ monocytes and thus derived lung-resident myeloid populations, at least in part through regulation of CCR2.

## Introduction

Monocytes are integral components of the mononuclear phagocyte system that develop from monocyte precursors in the bone marrow (Guilliams et al., 2018). Several functionally and phenotypically distinct subsets of blood monocytes have been defined on the basis of expression of surface markers (Cros et al., 2010; Geissmann et al., 2003; Passlick et al., 1989; Weber et al., 2000). In mice, Ly6C^hi^ monocytes (also called inflammatory or classical monocytes) characterized by Ly6C^hi^CCR2^hi^CX3CR1^lo^ exhibit a short half-life and are recruited to tissue and differentiate into macrophages and dendritic cells (Ginhoux and Jung, 2014). Ly6C^hi^ monocytes are analogous to CD14^+^ human monocytes based on gene expression profiling (Ingersoll et al., 2010). A second subtype of monocytes is called Ly6C^lo^ monocytes (also termed patrolling monocytes or non-classical monocytes), which express high level of CX3CR1 and low level of CCR2, equivalent to CD14^lo^CD16^+^ human monocytes. Ly6C^lo^ monocytes are regarded as blood-resident macrophages that patrol blood vessels and scavenge microparticles attached to the endothelium under physiological conditions, and exhibit a long half-life in the steady state (Auffray et al., 2007; Carlin et al., 2013; Yona et al., 2013). Ly6C^lo^ monocytes may exert a protective effect by suppressing atherosclerosis in mice, while high levels of non-classical monocytes have been associated with more advanced vascular dysfunction and oxidative stress in patients with coronary artery disease (Hamers et al., 2012; Hanna et al., 2012; Urbanski et al., 2017). In the inflammatory settings, Ly6C^lo^ monocytes often show anti-inflammatory properties, yet also exhibit a proinflammatory role under certain circumstances (Amano et al., 2005; Brunet et al., 2016; Carlin et al., 2013; Cros et al., 2010; Misharin et al., 2014; Nahrendorf et al., 2007; Puchner et al., 2018). In addition, Ly6C^lo^ monocytes have demonstrated protective functions in tumorigenesis, such as engulfing tumor materials to prevent cancer metastasis, activating and recruiting NK cells to the lungs (Hanna et al., 2015; Thomas et al., 2016). While the functions of Ly6C^lo^ monocytes are complex and sometimes contradictory depending on the animal models and experimental approaches, it is clear that they play a crucial role in both health and disease.

The generation and maintenance of Ly6C^lo^ monocytes are regulated by several transcription factors, including Nr4a1 and CEBPβ (Hanna et al., 2011; Tamura et al., 2017). The colony-stimulating factor 1 receptor (CSF1R) signaling pathway is important for the generation and survival of Ly6C^lo^ monocytes, and neutralizing antibodies against CSF1R can reduce their numbers (MacDonald et al., 2010). Interestingly, recent studies have suggested that different subsets of monocytes may be supported by distinct cellular sources of CSF-1 within bone marrow niches, in which targeted deletion of *Csf1* from sinusoidal endothelial cells selectively reduces Ly6C^lo^ monocytes but not Ly6C^hi^ monocytes (Emoto et al., 2022). LAIR1 has been shown to be activated by stromal protein Colec12, and LAIR1 deficiency leads to aberrant proliferation and apoptosis in bone marrow non-classical monocytes (Keerthivasan et al., 2021). These findings further underscore the complexity of the mechanisms that regulate Ly6C^lo^ monocytes and suggest that multiple factors are involved in this process.

Recombinant recognition sequence binding protein at the Jκ site (RBP-J; also named CSL) is commonly known as the master nuclear mediator of canonical Notch signaling (Radtke et al., 2013). In the absence of Notch intracellular domain, RBP-J associates with co-repressor proteins to repress transcription of downstream target genes. In the immune system, the best studied functions of Notch signaling are its roles in regulating the development of lymphocytes, such as T cells and marginal zone B cells (Radtke et al., 2013). Notch signaling also has been reported to regulate the differentiation and function of myeloid cells including granulocyte/monocyte progenitors, osteoclasts, and dendritic cells (Caton et al., 2007; Klinakis et al., 2011; Lewis et al., 2011; Zhao et al., 2012). In osteoclasts, RBP-J represses osteoclastogenesis, particularly under inflammatory conditions (Zhao et al., 2012). In dendritic cells, Notch-RBP-J signaling controls the maintenance of CD8^-^ DC (Caton et al., 2007). In addition, Notch2-RBP-J pathway is essential for the development of CD8^-^ESAM^+^ DC in the spleen and CD103^+^CD11b^+^ DC in the lamina propria of the intestine (Lewis et al., 2011). However, the role of Notch-RBP-J signaling pathway in regulating monocyte subsets remains elusive. Here, we demonstrated that RBP-J controlled homeostasis of blood Ly6C^lo^ monocytes in a cell-intrinsic manner. RBP-J deficiency led to a drastic increase in blood Ly6C^lo^ monocytes, lung Ly6C^lo^ monocytes, and CD16.2^+^ IM. Our results suggest that RBP-J plays a critical role in regulating the population and characteristics of Ly6C^lo^ monocytes in the blood and lung.

## Results

### RBP-J is essential for the maintenance of blood Ly6C^lo^ monocytes

To investigate the role of RBP-J in monocyte subsets, we utilized mice with RBP-J specific deletion in the myeloid cells (*Rbpj^fl/fl^Lyz2*^cre/cre^ mice). Efficient deletion of *Rbpj* in blood monocytes was confirmed by quantitative real-time PCR (qPCR) (Figure 1—figure supplement 1A). Flow cytometric analysis revealed that RBP-J-deficient mice had a significant increase in the proportion of Ly6C^lo^ monocytes, but not Ly6C^hi^ monocytes, in blood, compared to age-matched control mice with the genotype *Rbpj^+/+^Lyz2*^cre/cre^ (Figure 1A). In contrast to circulating monocytes, RBP-J-deficient mice exhibited minimal alterations in the percentages of monocyte subsets in bone marrow (BM) and spleen (Figure 1B, Figure 1—figure supplement 1C). Additionally, RBP-J deficiency in myeloid cells did not appear to have an effect on neutrophils (Figure 1—figure supplement 1B). Therefore, among circulating myeloid populations, RBP-J selectively controlled the subset of Ly6C^lo^ monocytes.

**Figure 1.**
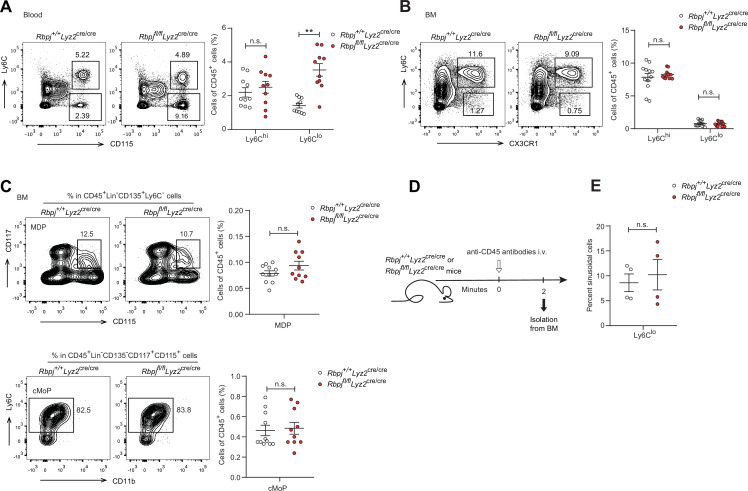
RBP-J-deficient mice display more blood Ly6C^lo^ monocytes. (**A**) Blood Ly6C^hi^ and Ly6C^lo^ monocytes in *Rbpj^+/+^Lyz2*^cre/cre^ control and *Rbpj^fl/fl^Lyz2*^cre/cre^ mice were determined by flow cytometry analyses (FACS). Representative FACS plots (left) and cumulative data of cell ratio (right) are shown. (**B, C**) Representative FACS plots and cumulative data quantitating percentages of bone marrow (BM) monocyte subsets (**B**) and myeloid progenitor cells (**C**) (CD45^+^CD11b^+^Ly6G^-^CD115^+^ Ly6C^hi^ monocyte; CD45^+^CD11b^+^Ly6G^-^CD115^+^Ly6C^lo^ monocyte; MDP, CD45^+^Lin^-^CD117^+^CD115^+^CD135^+^ Ly6C^-^; cMoP, CD45^+^Lin^-^CD11b^-^CD117^+^CD115^+^ CD135^-^Ly6C^+^). Lin: CD3, B220, Ter119, Gr-1 and CD11b. (**D**) Experimental outline for panel (**E**). (**E**) Cumulative data quantitating percentages of sinusoidal monocytes (CD45^+^) within total BM Ly6C^lo^ monocytes. Data are pooled from at least two independent experiments; n ≥ 4 in each group. Data are shown as mean ± SEM; n.s., not significant; **p<0.01 (two-tailed Student’s unpaired *t*-test). Each symbol represents an individual mouse. Figure 1—source data 1.Data for Figure 1.

**Figure 1—figure supplement 1.**
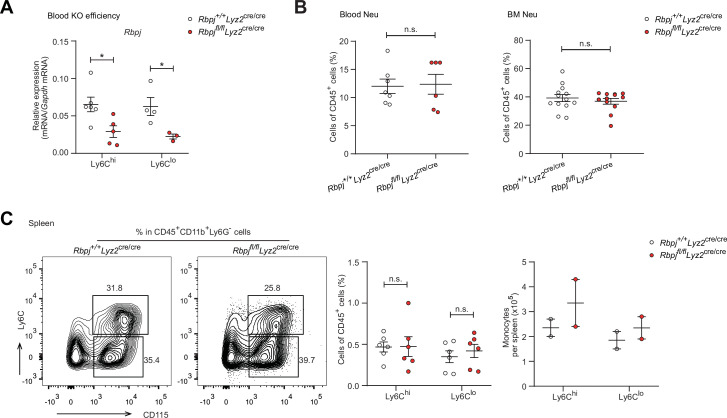
Control and RBP-J-deficient mice show similar neutrophils. (**A**) Quantitative real-time PCR (qPCR) analysis of *Rbpj* expression in sorted monocyte subsets from control and RBP-J-deficient mice. (**B**) Blood and bone marrow (BM) CD45^+^CD11b^+^Ly6G^+^ neutrophils were determined by FACS. Cumulative data of cell ratio are shown. (**C**) Spleen monocyte subsets were determined by FACS. Representative FACS plots (left) and cumulative data of cell ratio and absolute numbers (right) are shown. Data are pooled from at least two independent experiments; n ≥ 2 in each group. Data are shown as mean ± SEM; n.s., not significant; *p<0.05 (two-tailed Student’s unpaired *t*-test). Each symbol represents an individual mouse. Figure 1—figure supplement 1—source data 1.Data for Figure 1—figure supplement 1.

BM progenitors that give rise to circulating monocytes are monocyte-dendritic cell progenitors (MDPs) and common monocyte progenitors (cMoPs) (Hanna et al., 2011; Hettinger et al., 2013; Liu et al., 2019; Varol et al., 2007). Next, we analyzed BM progenitors and found that the percentages of MDPs and cMoPs were equivalent in control and RBP-J-deficient mice (Figure 1C). These results in conjunction with the observations of normal BM monocyte populations, suggest that alterations of peripheral blood Ly6C^lo^ monocytes may not originate from BM. Next, we examined whether RBP-J may influence the egress of Ly6C^lo^ monocytes from BM and measured BM exit rate of Ly6C^lo^ monocytes using *in vivo* labeling of sinusoidal cells as previously described (Figure 1D; Debien et al., 2013). The results showed that RBP-J deficiency did not affect egress of Ly6C^lo^ monocytes from BM (Figure 1E). Taken together, these data revealed RBP-J as a critical regulator controlling homeostasis of peripheral blood Ly6C^lo^ monocytes.

### RBP-J deficiency does not affect Ly6C^hi^ monocyte conversion or Ly6C^lo^ monocyte survival and proliferation

Next, we aimed to determine whether the increase in blood Ly6C^lo^ monocytes in RBP-J-deficient mice was due to decreased cell death or enhanced proliferation. We first stained monocytes with Annexin V and 7-amino-actinomycin D (7-AAD) to identify apoptotic cells and observed comparable percentages of apoptotic blood Ly6C^lo^ monocytes in control and RBP-J-deficient mice (Figure 2A). Given the crucial role of Nr4a1 in the survival of Ly6C^lo^ monocytes (Hanna et al., 2011), we detected the expression of Nr4a1, which was similar in Ly6C^lo^ monocytes from control and RBP-J-deficient mice (Figure 2—figure supplement 1A). We then assessed the proliferative capacity by analyzing Ki-67 expression as well as *in vivo* EdU incorporation. Ki-67 levels in blood monocytes displayed no differences between control and RBP-J-deficient mice (Figure 2B). The percentage of EdU^+^ monocytes did not significantly differ between control and RBP-J-deficient mice at the indicated time points, implying that the turnover of Ly6C^lo^ monocytes was normal in RBP-J-deficient mice (Figure 2C). Fluorescent latex beads as particulate tracers could be phagocytosed by monocytes after intravenous injection and stably label Ly6C^lo^ monocytes (Tacke et al., 2006). Thus, we intravenously injected fluorescent latex beads into control and RBP-J-deficient mice to track circulating monocytes (Figure 2D). By day 7 post injection, only Ly6C^lo^ monocytes were latex^+^ as previously reported (Tacke et al., 2006), whereas control and RBP-J-deficient mice groups presented a similar frequency of latex^+^ monocytes (Figure 2E). Together, these data indicated that RBP-J did not influence monocyte survival and proliferation.

**Figure 2.**
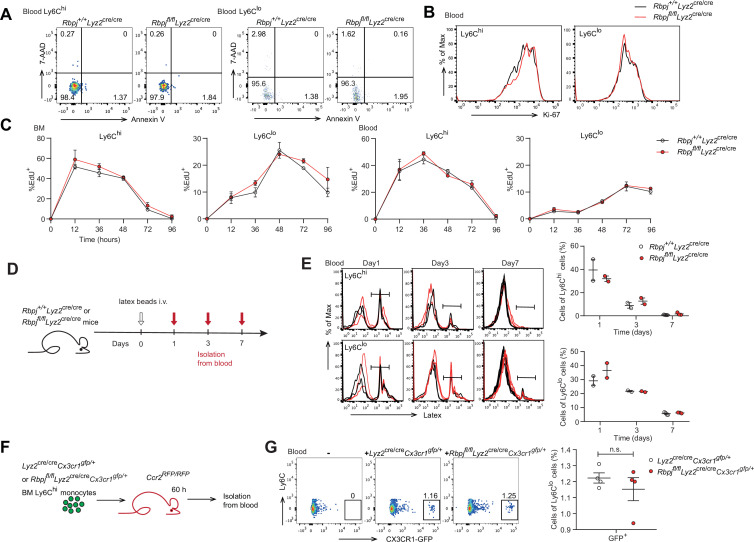
Monocyte subsets in RBP-J-deficient mice display normal cell death. (**A**) Representative FACS plots of monocyte subsets in blood stained with 7-amino-actinomycin D (7-AAD) and Annexin V. (**B**) FACS analysis of Ki-67 expression in *Rbpj^+/+^Lyz2*^cre/cre^ control and *Rbpj^fl/fl^Lyz2*^cre/cre^ blood monocyte subsets. Black lines represent control mice, and red lines represent RBP-J-deficient mice. (**C**) Analysis of time course of EdU incorporation of monocyte subsets in bone marrow (BM) and blood after a single 1 mg EdU pulsing. The percentages of EdU^+^ cells among the indicated monocyte subsets are shown. (**D**) Experimental outline for panel (**E**). (**E**) Analysis of time course of latex beads incorporation of monocyte subsets in blood after latex beads injection. The percentages of latex^+^ cells among the indicated monocyte subsets are shown. (**F**) Cartoon depicting the adoptive transfer. BM GFP^+^Ly6C^hi^ monocytes were sorted from *Lyz2*^cre/cre^*Cx3cr1^gfp/+^* or *Rbpj^fl/fl^Lyz2*^cre/cre^*Cx3cr1^gfp/+^* mice and transferred into *Ccr2^RFP/RFP^* recipient mice. Sixty hours after transfer, cell fate was analyzed. (**G**) Representative FACS plots are shown in the left panel, and the frequencies of GFP^+^Ly6C^lo^ monocytes within total Ly6C^lo^ monocytes are shown in the right panel. Data are pooled from two independent experiments (**G**); n ≥ 2 in each group (**C, E, G**). Data are shown as mean ± SEM; n.s., not significant; (two-tailed Student’s unpaired *t*-test). Each symbol represents an individual mouse (**E, G**). Figure 2—source data 1.Data of Figure 2.

**Figure 2—figure supplement 1.**
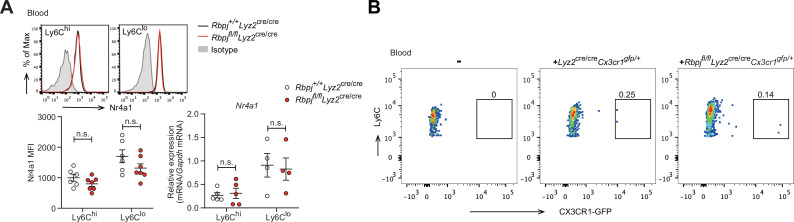
The conversion of Ly6C^hi^ monocyte is identical in control and RBP-J-deficient mice. (**A**) Representative FACS plots, cumulative mean fluorescence intensity (MFI) and quantitative real-time PCR (qPCR) analysis of Nr4a1 expression in control and RBP-J-deficient blood monocyte subsets. Shaded curves represent isotype control, black lines represent control mice, and red lines represent RBP-J-deficient mice. (**B**) Representative FACS plots of GFP^+^Ly6C^hi^ monocytes in recipient. Data are pooled from two independent experiments (**A**); n ≥ 4 in each group. Data are shown as mean ± SEM; n.s., not significant (two-tailed Student’s unpaired *t*-test). Each symbol represents an individual mouse. Figure 2—figure supplement 1—source data 1.Data for Figure 2—figure supplement 1.

Previous studies have shown that Ly6C^lo^ monocytes are observed in recipient mice following the adoptive transfer of Ly6C^hi^ monocytes, indicating that Ly6C^hi^ monocytes can convert into Ly6C^lo^ monocytes (Varol et al., 2007; Yona et al., 2013). We next wished to evaluate whether conversion of Ly6C^hi^ monocyte was regulated by RBP-J by isolating BM GFP^+^Ly6C^hi^ monocytes from *Lyz2*^cre/cre^*Cx3cr1^gfp/+^* control or *Rbpj^fl/fl^Lyz2*^cre/cre^*Cx3cr1^gfp/+^* mice and adoptively transferring them into *Ccr2^RFP/RFP^* recipients (Figure 2F). Sixty hours after transfer, a subset of cells from donors were converted into Ly6C^lo^ monocytes (Figure 2—figure supplement 1B), and equal percentages of Ly6C^lo^ monocytes were derived from control and *Rbpj^fl/fl^Lyz2*^cre/cre^*Cx3cr1^gfp/+^* donors (Figure 2G). Thus, the conversion of Ly6C^hi^ monocyte into Ly6C^lo^ monocyte was not affected by RBP-J deficiency.

### RBP-J regulates blood Ly6C^lo^ monocytes in a cell-intrinsic manner

We next wondered whether the increase in Ly6C^lo^ monocytes in RBP-J-deficient mice was BM-derived and cell-intrinsic. We performed BM transplantation by engrafting lethally irradiated mice with a 1:4 mixture of *Rbpj^+/+^Lyz2*^cre/cre^ control and *Rbpj^fl/fl^Lyz2*^cre/cre^ BM cells (CD45.2) and *Cx3cr1^gfp/+^* BM cells (CD45.1) (Figure 3A). Eight weeks after transplantation, we analyzed the frequencies of CD45.2^+^ donor cells in the BM and blood of recipient mice and found that the frequencies of CD45.2^+^ cells within total cells were similar to the mixture ratio of BM cells for Ly6C^hi^ monocytes and neutrophils in both BM and blood (Figure 3B, Figure 3—figure supplement 1A and B). Specifically, more blood Ly6C^lo^ monocytes were derived from RBP-J-deficient donors than control donors (Figure 3B), reflecting that the contribution of RBP-J-deficient cells in blood Ly6C^lo^ cells was significantly higher than that of control cells. These results implied that RBP-J-deficient BM cells were highly efficient in generating blood Ly6C^lo^ monocytes.

**Figure 3.**
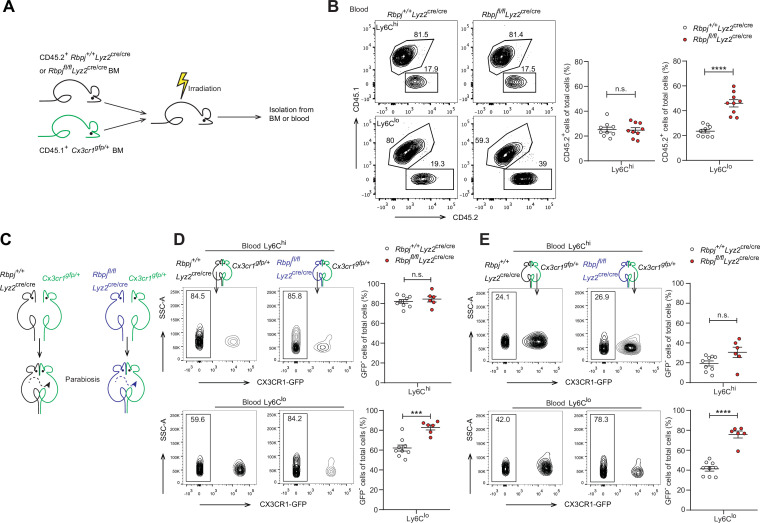
The role of RBP-J in blood Ly6C^lo^ monocytes is cell-intrinsic. (**A**) Cartoon depicting the bone marrow (BM) transplantation. BM recipient 6-week-old male C57BL/6 mice (CD45.2) were lethally irradiated. BM cells from donor mice (*Rbpj^+/+^Lyz2*^cre/cre^ or *Rbpj^fl/fl^Lyz2*^cre/cre^ and CD45.1, *Cx3cr1^gfp/+^*) were collected and transferred into recipient mice. Mice were used after 8 wk of BM reconstitution. (**B**) Representative FACS plots (left) and cumulative data (right) quantitating the frequency of *Rbpj^+/+^Lyz2*^cre/cre^ and *Rbpj^fl/fl^Lyz2*^cre/cre^ donor cells among Ly6C^hi^ and Ly6C^lo^ monocytes in the blood of recipient mice. (**C**) Cartoon depicting the generation of *Rbpj^+/+^Lyz2*^cre/cre^ control or *Rbpj^fl/fl^Lyz2*^cre/cre^ and *Cx3cr1^gfp/+^* parabiotic pairs. (**D**) Representative FACS plots (left) and cumulative data (right) quantitating percentages of monocyte subsets derived from control or RBP-J-deficient mice in control or RBP-J-deficient mice. (**E**) Representative FACS plots (left) and cumulative data (right) quantitating percentages of monocyte subsets derived from control or RBP-J-deficient mice in *Cx3cr1^gfp/+^* mice. Data are pooled from at least two independent experiments; n ≥ 6 in each group. Data are shown as mean ± SEM; n.s., not significant; ***p<0.001; ****p<0.0001 (two-tailed Student’s unpaired *t*-test). Each symbol represents an individual mouse. SSC-A, side scatter area. Figure 3—source data 1.Data of Figure 3.

**Figure 3—figure supplement 1.**
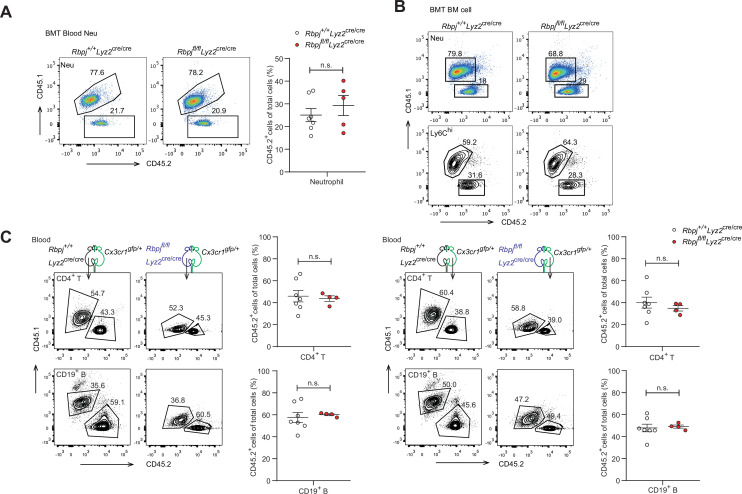
Cell-intrinsic requirement of RBP-J for Ly6C^lo^ monocytes maintenance. (**A**) Representative FACS plots (left) and cumulative data (right) quantitating percentages of blood neutrophils in recipient mice. (**B**) Bone marrow (BM) neutrophils and Ly6C^hi^ monocytes in recipient mice were determined by FACS. (**C**) CD4^+^ T cells and CD19^+^ B cells were analyzed by FACS in parabiotic mice. Data are pooled from at least two independent experiments (**A, C**); n ≥ 4 in each group. Data are shown as mean ± SEM; n.s., not significant (two-tailed Student’s unpaired *t*-test). Each symbol represents an individual mouse. Figure 3—figure supplement 1—source data 1.Data for Figure 3—figure supplement 1.

Given that RBP-J-deficient mice had more Ly6C^lo^ monocytes in blood than did control mice, we performed parabiosis experiments, a surgical union of two organisms, which allowed parabiotic mice to share their blood circulation. The contribution of circulating cells from one animal to another can be estimated by measuring the percentage of blood cells that originated from each animal (Liu et al., 2007). We joined a CD45.1, *Cx3cr1^gfp/+^* mouse with an age- and sex-matched *Rbpj^+/+^Lyz2*^cre/cre^ control or *Rbpj^fl/fl^Lyz2*^cre/cre^ mouse (CD45.2) (Figure 3C). Four weeks after the procedure, about 50% of B cells and T cells in parabiotic mice displayed efficient exchange of their circulation (Figure 3—figure supplement 1C). As expected, RBP-J-deficient mice exhibited higher percentages of Ly6C^lo^ monocytes than control animals (Figure 3D). Intriguingly, in the parabiotic *Cx3cr1^gfp/+^* mice, RBP-J-deficient cells still constituted significantly higher proportion of circulating Ly6C^lo^, but not Ly6C^hi^ monocytes, than RBP-J sufficient counterparts as indicated by the percentages of the GFP-negative population (Figure 3E). These results implicated that the enhanced ability of Ly6C^lo^ monocytes to circulate in the peripheral blood as a result of RBP-J deficiency was cell-intrinsic.

### RBP-J regulates phenotypical marker genes in blood Ly6C^lo^ monocytes

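RNA from sorted blood Ly6C hi and Ly6C lo monocytes of *Rbpj fl/flLyz2* cre/cre (RBP-J-deficient) and *Rbpj+/+Lyz2* cre/cre (control) mice was sequenced in 4 libraries, 1 for each genotype and subset. The control libraries are titled wild type in the deposited records, where their genotype label is Lyz2-Cre. The genotype given in the methods was used here. The authors deposited the FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) of 23995 gene symbols for all 6 pairs of libraries, with a p-value and a q-value for each gene and pair. The aligner and the test are not named in the paper's text, and the layout of the table is that of the program Cuffdiff. Of the 22603 symbols found directly in the GENCODE annotation of GRCm38, 22368 lay at the same position. The FPKM values summed to 717376 in control Ly6C lo, 885648 in RBP-J-deficient Ly6C lo, 711555 in control Ly6C hi and 763721 in RBP-J-deficient Ly6C hi monocytes. The number of genes with an FPKM of at least 1 was 9238, 8985, 9394 and 9258, in the same order. Read counts were not used here, so the depth of each library is unknown. As a rough guide, FPKM multiplied by transcript length in kilobases had a 2nd percentile among nonzero genes of 0.0649, 0.0556, 0.0440 and 0.0488 in the same order, over 731 to 809 genes with a single transcript. Expression was compared as the log2 ratio of (FPKM + 1), RBP-J-deficient over control, which understates the change of genes with low values. With 1 library per group the differences have no replicate check, and no test of the genotypes was made. *Actb* is listed at 0 in both RBP-J-deficient libraries and at 27260 and 22795 in the control libraries, where the deposited table marks the estimate as failed. A gene listed at 0 was therefore not taken as absent.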

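The deleted gene itself, *Rbpj* (chromosome 5 of GRCm38, 53466152 to 53657362, plus strand), had an FPKM of 8.30 in control and 2.43 in RBP-J-deficient Ly6C lo monocytes, a log2 ratio of -1.44. In Ly6C hi monocytes it had 14.4 and 2.85, a log2 ratio of -2.00. *Itgax*, which encodes CD11c, lies on chromosome 7 from 128129547 to 128150657 on the plus strand. Its FPKM was 33.7 in control and 3.10 in RBP-J-deficient Ly6C lo monocytes, and its log2 ratio was -3.08. Under a pseudocount of 5 in place of 1, the alternative that moved it most, this ratio was -2.26, which no longer reached the paper's lower fold threshold at -2.32 on the log2 scale. *Ccr2*, which encodes the chemokine receptor CCR2, lies on chromosome 9 from 124101950 to 124113557 on the plus strand. Its FPKM was 59.2 in control and 473.7 in RBP-J-deficient Ly6C lo monocytes, a log2 ratio of 2.98. After the trend of the log2 ratio with the GC content of the transcripts was subtracted, a correction chosen after seeing the data, the ratio of *Ccr2* was 2.50 against an upper threshold of 2.51. In the authors' deposited table *Itgax* has a p-value of 0.0002 and a q-value of 0.0408. The authors' deposited table gives *Ccr2* a p-value of 0.0023 and a q-value of 0.166. In the Ly6C hi libraries the FPKM of *Ccr2* was 711.6 in control and 624.3 in RBP-J-deficient mice, and that of *Itgax* was 3.36 and 1.45. From these Ly6C lo profiles the paper states that *Itgax* was low and *Ccr2* high in RBP-J-deficient mice.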

To further study the consequences of RBP-J loss of function in blood Ly6C^lo^ monocytes, we performed gene expression profiling by RNA-seq, which revealed that Ly6C^lo^ monocytes in RBP-J-deficient mice exhibited low expression of *Itgax* but high expression of *Ccr2*, in comparison to those in control mice (Figure 4A). These differential expression patterns of phenotypic marker genes were also confirmed by qPCR and flow cytometry analysis (Figure 4B). However, blood Ly6C^hi^ monocytes and BM monocytes displayed normal levels of CD11c and CCR2 (Figure 4B, Figure 4—figure supplement 1A). Moreover, principal component analysis showed distinct expression pattern of monocytes between control and RBP-J-deficient mice (Figure 4C). 

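The principal components were computed from log2(FPKM + 1) of the 10240 genes with an FPKM of at least 1 in at least 1 library, centred and not scaled. The 1st component held 58.1% of the variance, the 2nd 30.0% and the 3rd 11.8%, and 4 libraries allow no more. On the 1st component, control Ly6C hi monocytes lay at 50.2, RBP-J-deficient Ly6C hi at 15.4, control Ly6C lo at -5.10 and RBP-J-deficient Ly6C lo at -60.5. On the 2nd component these libraries lay at 4.28, 28.6, -47.7 and 14.8. Both RBP-J-deficient libraries thus had a lower 1st and a higher 2nd coordinate than the control library of the same subset. The Euclidean distance between the genotypes was 86.3 in Ly6C lo and 62.8 in Ly6C hi monocytes, a ratio of 1.37. The distance between the subsets was 81.8 in control and 85.6 in RBP-J-deficient mice. Replacing the distance by 1 minus Spearman's rho moved the ratio most, to 1.68. Each group is a single library, so the distance between the genotypes cannot be set against a distance between replicates.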

To determine whether the regulation of phenotypic markers by RBP-J in blood Ly6C^lo^ monocytes was cell-intrinsic, we performed BM transplantation as described above (Figure 3A). The findings indicated that Ly6C^lo^ monocytes derived from RBP-J-deficient BM cells expressed high levels of CCR2 but low levels of CD11c, in comparison to those derived from control BM cells, whereas no significant changes were observed in blood Ly6C^hi^ and BM monocytes, as expected (Figure 4D, Figure 4—figure supplement 1B). These results collectively suggested that RBP-J regulated the expression of CCR2/CD11c in a cell-intrinsic manner.

**Figure 4.**
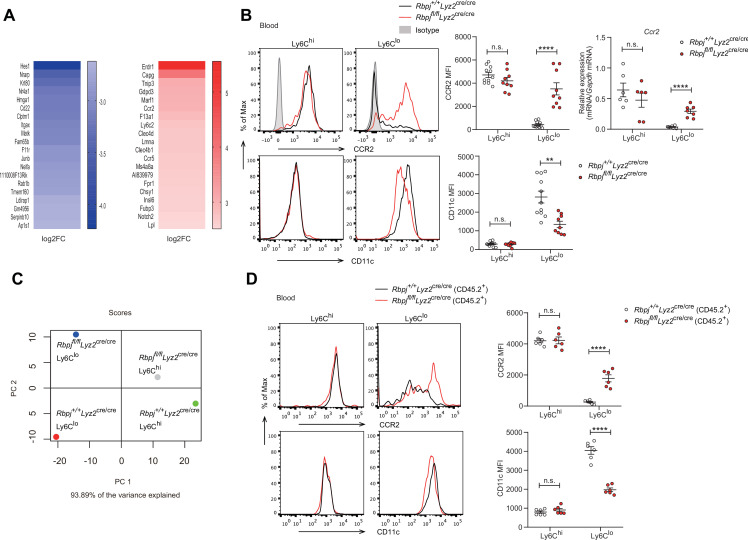
Phenotypic markers in Ly6C^lo^ monocytes are changed in RBP-J-deficient mice. (**A**) Heatmap of RNA-seq dataset showing the top 20 downregulated and upregulated genes in blood Ly6C^lo^ monocytes from *Rbpj^fl/fl^Lyz2*^cre/cre^ versus *Rbpj^+/+^Lyz2*^cre/cre^ control mice. Blue and red font indicates downregulated and upregulated genes in RBP-J-deficient Ly6C^lo^ monocytes respectively. (**B**) Representative FACS plots, cumulative mean fluorescence intensity (MFI), and quantitative real-time PCR (qPCR) analysis of CCR2/CD11c expression in control and RBP-J-deficient blood monocyte subsets. Shaded curves represent isotype control, black lines represent control mice, and red lines represent RBP-J-deficient mice. (**C**) Principal component analysis (PCA) of indicated cell types. (**D**) Representative FACS plots and cumulative MFI of CCR2/CD11c expression in blood monocyte subsets derived from control or RBP-J-deficient mice. Black lines represent control mice, and red lines represent RBP-J-deficient mice. Data are pooled from two independent experiments (**B, D**); n ≥ 6 in each group. Data are shown as mean ± SEM; n.s., not significant; **p<0.01; ****p<0.0001 (two-tailed Student’s unpaired *t*-test). Each symbol represents an individual mouse. Figure 4—source data 1.Data of Figure 4.

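The log2 ratios of (FPKM + 1) computed from the deposited FPKM equalled the values in the figure's source data for all 40 genes. They ran from 2.51 to 5.55 for the 20 upregulated genes and from -4.24 to -2.62 for the 20 downregulated genes. The highest ratio was that of *Erdr1* (chromosome Y of GRCm38 in the deposited positions, 90785442 to 90816465), with an FPKM of 1.61 in control and 121.4 in RBP-J-deficient Ly6C lo monocytes. *Capg* (chromosome 6, 72544391 to 72562983) followed at 3.95. The lowest was *Hes1* (chromosome 16, 30064384 to 30067796), with 238.2 in control and 11.7 in RBP-J-deficient mice. *Nrarp* was next at -3.50 and is listed at 0 in RBP-J-deficient Ly6C lo monocytes. *Nr4a1* (chromosome 15, 101254269 to 101274795) had a log2 ratio of -3.22. *Cd22* had -3.15, and 4 of the 5 other B cell genes at an FPKM of at least 0.5 in either Ly6C lo library were also at least 2-fold lower. *F13a1* and *Ly6c2*, at 2.86 and 2.73, reached 3.57% and 4.25% of the way from control Ly6C lo to RBP-J-deficient Ly6C hi monocytes. In the authors' deposited table the p-values of the 40 genes lie between 5e-05 and 0.0474, and 11 of the 40 have a q-value under 0.05. After subtraction of the GC trend, 9 of the 19 upregulated genes with a known GC content and 17 of the 20 downregulated genes were still past the fold thresholds. The GC content of *Erdr1* is not known. In Ly6C hi monocytes 14 of the 20 upregulated genes were also higher and 18 of the 20 downregulated genes also lower in RBP-J-deficient mice, and 16 of these 32 genes changed by at least 2-fold. *Fpr1*, *Erdr1* and *1110008F13Rik* were past the fold thresholds in Ly6C hi monocytes as well, at 3.14, 3.04 and -3.77.

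**Figure D1:**
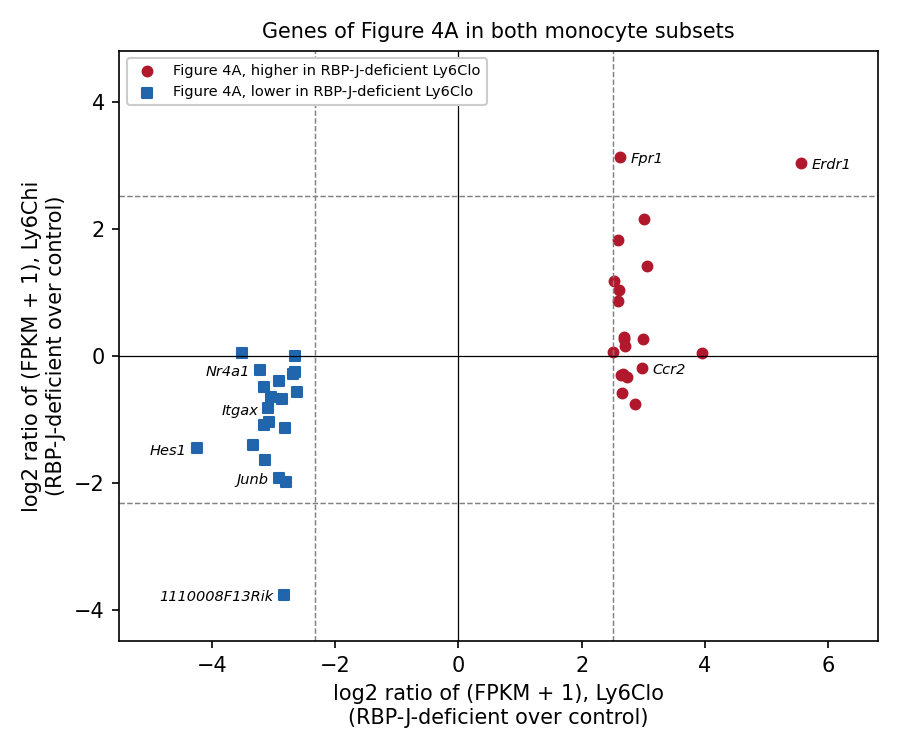
Log2 ratio of (FPKM + 1), RBP-J-deficient over control, of the 40 genes of Figure 4A in Ly6Clo (horizontal axis) and Ly6Chi (vertical axis) monocytes, 1 library per group. Each point is a gene, circles are upregulated and squares downregulated genes, dashed lines mark the fold thresholds of the methods, and most points lie between the dashed lines on the vertical axis.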

**Figure 4—figure supplement 1.**
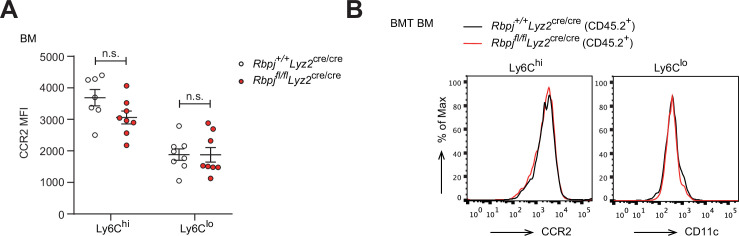
Normal expression of CCR2 and CD11c in bone marrow (BM) monocytes. (**A**) Cumulative mean fluorescence intensity (MFI) of CCR2 expression in BM monocyte subsets. (**B**) FACS plots of CCR2 and CD11c in BM Ly6C^hi^ and Ly6C^lo^ monocytes from control and RBP-J-deficient mice. Data are pooled from three independent experiments (**A**); n ≥ 7 in each group. Data are shown as mean ± SEM; n.s., not significant (two-tailed Student’s unpaired *t*-test). Each symbol represents an individual mouse. Figure 4—figure supplement 1—source data 1.Data for Figure 4—figure supplement 1.

### RBP-J-mediated control of blood Ly6C^lo^ monocytes is CCR2 dependent

Given that RBP-J deficiency led to enhanced CCR2 expression in Ly6C^lo^ monocytes and that CCR2 is essential for monocyte functionality under various inflammatory and non-inflammatory conditions (Shi and Pamer, 2011), we wished to genetically investigate the role of CCR2 in the RBP-J-deficient background. We generated RBP-J/CCR2 double-deficient (DKO) mice with the genotype *Rbpj^fl/fl^Lyz2*^cre/cre^*Ccr2^RFP/RFP^* with *Lyz2*^cre/cre^*Ccr2^RFP/+^* and *Rbpj^fl/fl^Lyz2*^cre/cre^*Ccr2^RFP/+^* mice serving as controls. As expected, the expression of CCR2 in Ly6C^lo^ monocytes was reduced in DKO mice compared to RBP-J-deficient mice (Figure 5A), confirming the successful deletion of the *Ccr2* gene. DKO mice showed a lower percentage of both Ly6C^hi^ and Ly6C^lo^ monocytes than RBP-J-deficient mice (Figure 5B and C). Notably, the percentage of Ly6C^lo^ monocytes in DKO mice was comparable to that observed in the control mice (Figure 5B and C), implicating that deletion of CCR2 corrected RBP-J deficiency-associated phenotype of increased Ly6C^lo^ monocytes. Whereas, both RBP-J-deficient and DKO mice exhibited lower expression levels of CD11c in their Ly6C^lo^ monocyte than control mice, suggesting that the regulation of CD11c expression was independent of CCR2 (Figure 5D). These results suggested that RBP-J regulated Ly6C^lo^ monocytes, at least in part, through CCR2.

**Figure 5.**
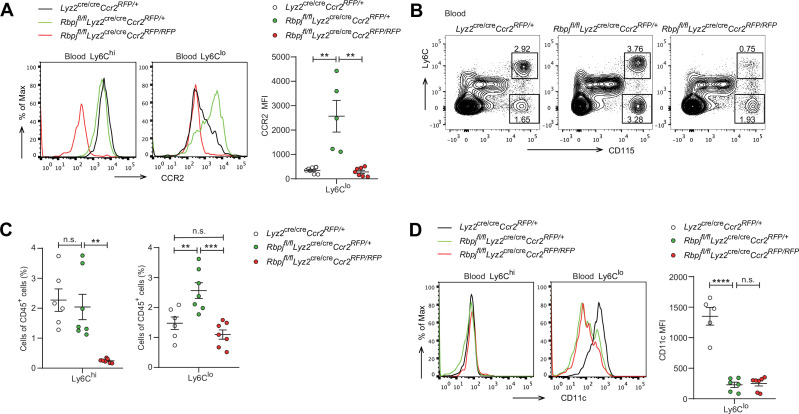
Blood Ly6C^lo^ monocytes are decreased in double-deficient (DKO) mice. (**A**) Representative FACS plots and cumulative mean fluorescence intensity (MFI) of CCR2 expression in *Lyz2*^cre/cre^*Ccr2^RFP/+^* control, *Rbpj^fl/fl^Lyz2*^cre/cre^*Ccr2^RFP/+^* and *Rbpj^fl/fl^Lyz2*^cre/cre^*Ccr2^RFP/RFP^* (DKO) blood Ly6C^hi^ and Ly6C^lo^ monocytes are shown. (**B, C**) Blood monocyte subsets in control, RBP-J-deficient, and DKO mice were determined by FACS. Representative FACS plots (**B**) and cumulative data of cell ratio (**C**) are shown. (**D**) Representative FACS plots and cumulative MFI of CD11c expression in control, RBP-J-deficient and DKO blood Ly6C^hi^ and Ly6C^lo^ monocytes are shown. Data are pooled from at least two independent experiments; n ≥ 5 in each group. Data are shown as mean ± SEM; n.s., not significant; **p<0.01; ***p<0.001; ****p<0.0001 (two-tailed Student’s unpaired *t*-test). Each symbol represents an individual mouse. Figure 5—source data 1.Data for Figure 5.

### Lung Ly6C^lo^ monocytes are accumulated in RBP-J-deficient mice

In mice, alveolar macrophages (AM) are maintained by local self-renewal and arise from fetal liver-derived precursors, whereas interstitial macrophages (IM) probably originate from monocytes (Guilliams et al., 2013; Hashimoto et al., 2013; Sabatel et al., 2017). Schyns et al. identified three subpopulations of IM according to expression of CD206 and CD16.2, and Ly6C^lo^ monocytes are proposed to give rise to CD64^+^CD16.2^+^ IM (Schyns et al., 2019). We next compared the populations of lung monocytes and IM between control and RBP-J-deficient mice. The conditional deletion of RBP-J resulted in a significant increase in the absolute and relative numbers of Ly6C^lo^ monocytes and CD16.2^+^ IM, while the numbers of Ly6C^hi^ monocytes, CD206^-^ IM, and CD206^+^ IM remained unchanged (Figure 6A and B). To confirm these findings, lung sections from *Lyz2*^cre/cre^*Cx3cr1^gfp/+^* control and *Rbpj^fl/fl^Lyz2*^cre/cre^*Cx3cr1^gfp/+^* mice were stained with an anti-GFP antibody, which revealed a significant increase in the number of GFP^+^ cells in RBP-J-deficient mice (Figure 6C). In addition, we evaluated the proliferative capacity of Ly6C^lo^ monocytes and CD16.2^+^ IM, but did not observe enhanced EdU incorporation in Ly6C^lo^ monocytes and CD16.2^+^ IM from RBP-J-deficient mice (Figure 6—figure supplement 1A and B). These findings suggested that the augmented population of these cells might not have resulted from increased *in situ* proliferation. Previous reports have indicated that lipopolysaccharide (LPS) can increase the population of IM in a CCR2-dependent manner (Sabatel et al., 2017). We thus challenged mice with LPS and analyzed monocytes and IM at days 0 and 4. LPS exposure induced an increase in numbers of Ly6C^lo^ monocytes, CD16.2^+^ IM, and CD206^-^ IM compared to baseline both in control and RBP-J-deficient mice (Figure 6D and E). There was a trend toward higher Ly6C^hi^ monocyte after LPS treatment, although this observation was not statistically significant. Of note, RBP-J-deficient mice exhibited robustly elevated numbers of Ly6C^lo^ monocytes and CD16.2^+^ IM compared with control mice after LPS treatment (Figure 6D and E), suggesting that RBP-J-deficient Ly6C^lo^ monocytes were recruited to inflamed tissue in large numbers and differentiated into CD16.2^+^ IM.

**Figure 6.**
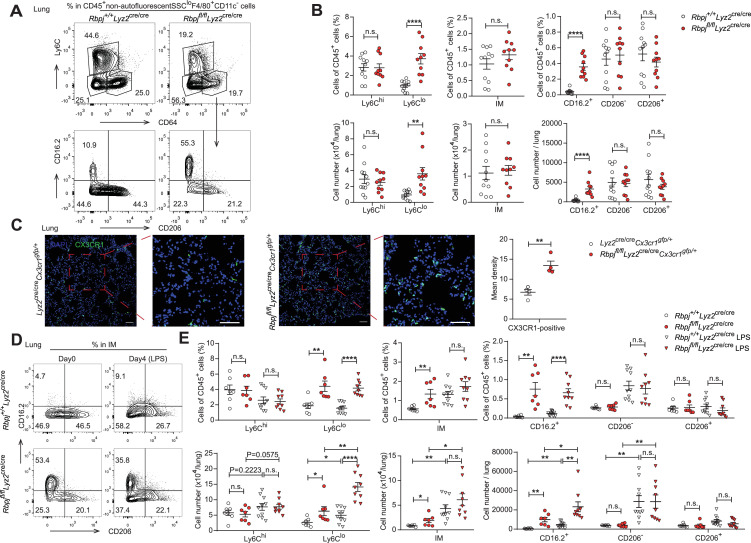
RBP-J-deficient mice exhibit more lung Ly6C^lo^ monocytes and CD16.2^+^ interstitial macrophages (IM). (**A, B**) indicate populations in the lungs of *Rbpj^+/+^Lyz2*^cre/cre^ and *Rbpj^fl/fl^Lyz2*^cre/cre^ mice were determined by FACS. Representative FACS plots (**A**) and cumulative data of cell ratio and absolute numbers (**B**) are shown. (**C**) Immunofluorescence staining for GFP^+^ cells in the lungs from *Lyz2*^cre/cre^*Cx3cr1^gfp/+^* and *Rbpj^fl/fl^Lyz2*^cre/cre^*Cx3cr1^gfp/+^* mice (CX3CR1 [green]; DAPI [blue]). Scale bars represent 50 µm. (**D, E**) *Rbpj^+/+^Lyz2*^cre/cre^ and *Rbpj^fl/fl^Lyz2*^cre/cre^ mice were instilled intranasally with phosphate buffered saline (PBS) or PBS containing lipopolysaccharide (LPS), and lungs were harvested at the indicated time points. Representative FACS plots (**D**) and cumulative data of cell ratio and absolute numbers (**E**) are shown. Data are pooled from at least two independent experiments; n ≥ 4 in each group. Data are shown as mean ± SEM; n.s., not significant; *p<0.05; **p<0.01; ****p<0.0001 (two-tailed Student’s unpaired *t*-test). Each symbol represents an individual mouse. Figure 6—source data 1.Data for Figure 6. Figure 6—source data 2.Data for Figure 6C.

**Figure 6—figure supplement 1.**
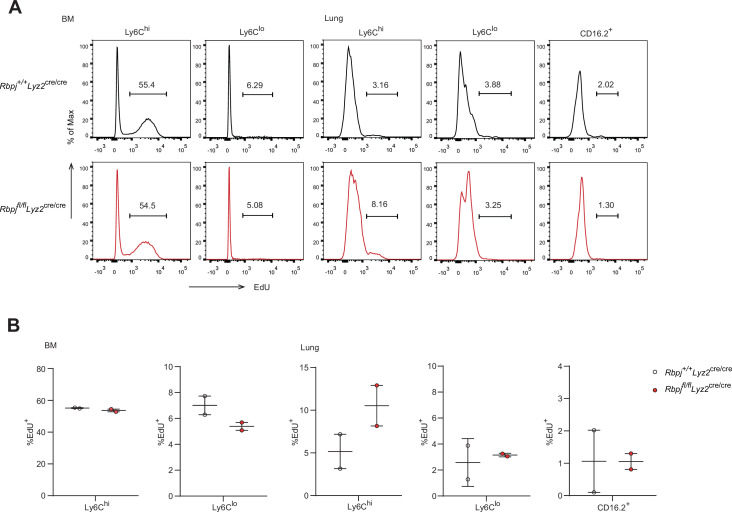
RBP-J is not required for turnover of lung Ly6C^lo^ monocytes and CD16.2^+^ interstitial macrophages (IM). (**A, B**) Incorporation of EdU was assessed 24 hours after injection. Bone marrow (BM) monocyte subsets were used as controls. FACS plots (**A**) and representative data (**B**) are shown. Each symbol represents an individual mouse. Figure 6—figure supplement 1—source data 1.Data for Figure 6—figure supplement 1.

To investigate whether the elevated levels of lung monocytes and CD16.2^+^ IM in RBP-J-deficient mice were derived from blood Ly6C^lo^ monocytes, we examined monocytes and IM in *Lyz2*^cre/cre^*Ccr2^RFP/+^* control, *Lyz2*^cre/cre^*Ccr2^RFP/RFP^*, *Rbpj^fl/fl^Lyz2*^cre/cre^*Ccr2^RFP/+^* and *Rbpj^fl/fl^Lyz2*^cre/cre^*Ccr2^RFP/RFP^* (DKO) mice. The deletion of CCR2 led to a decrease in Ly6C^hi^ monocytes, and the Ly6C^lo^ monocytes in DKO mice were reduced to a level similar to that of control mice (Figure 7A and B). While the DKO mice had more CD16.2^+^ IM compared to control mice, these cells were severely reduced compared to RBP-J-deficient mice (Figure 7A and C). The above data supported the notion that increased lung Ly6C^lo^ monocytes and CD16.2^+^ IM in RBP-J-deficient mice were derived from blood Ly6C^lo^ monocytes. In summary, these results suggested that in RBP-J-deficient mice, recruitment of blood Ly6C^lo^ monocytes to the lung was markedly facilitated by increased cell number as well as heightened expression of CCR2, leading to the increase of lung Ly6C^lo^ monocytes and CD16.2^+^ IM.

**Figure 7.**
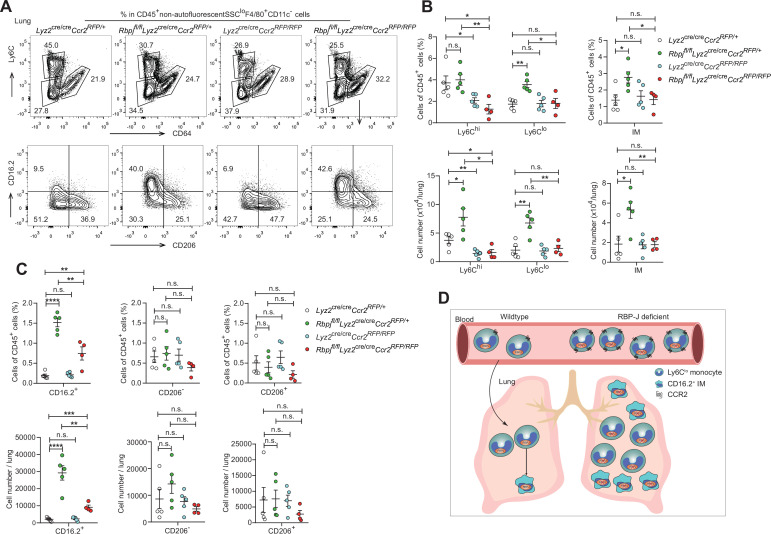
Double-deficient (DKO) mice lack lung Ly6C^lo^ monocytes and CD16.2^+^ interstitial macrophages (IM). (**A**) Representative FACS plots of lung monocyte and IM subsets in *Lyz2*^cre/cre^*Ccr2^RFP/+^*, *Rbpj^fl/fl^Lyz2*^cre/cre^*Ccr2^RFP/+^*, *Lyz2*^cre/cre^*Ccr2^RFP/RFP^* and *Rbpj^fl/fl^Lyz2*^cre/cre^*Ccr2^RFP/RFP^* mice. (**B, C**) Cumulative data of cell ratio and absolute numbers of monocyte (**B**) and IM (**C**) subsets. (**D**) Proposed model. RBP-J is a crucial regulator of blood Ly6C^lo^ monocytes. Mice with conditional deletion of RBP-J in myeloid cells exhibit a marked increase in blood Ly6C^lo^ monocytes, which highly express CCR2, and subsequently accumulate lung Ly6C^lo^ monocytes and CD16.2^+^ IM. Data are pooled from two independent experiments; n ≥ 4 in each group. Data are shown as mean ± SEM; n.s., not significant; *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001 (two-tailed Student’s unpaired *t*-test). Each symbol represents an individual mouse. Figure 7—source data 1.Data for Figure 7.

## Discussion

In this study, we identified RBP-J as a pivotal factor in regulating blood Ly6C^lo^ monocyte cell fate. Our results showed that mice with conditional deletion of RBP-J in myeloid cells exhibited a robust increase in blood Ly6C^lo^ monocytes and subsequently accumulated lung Ly6C^lo^ monocytes and CD16.2^+^ IM under steady-state conditions (Figure 7D). BM transplantation experiments in which RBP-J-deficient cells were transplanted into recipient mice as well as the parabiosis experiment showed a similar increase in blood Ly6C^lo^ monocytes, demonstrating that RBP-J was an intrinsic factor required for the regulation of Ly6C^lo^ monocytes. Further analysis revealed that RBP-J regulated the expression of CCR2 and CD11c on the surface of Ly6C^lo^ monocytes. Moreover, the phenotype of elevated blood Ly6C^lo^ monocytes and their progeny was further ameliorated by deleting *Ccr2* in an RBP-J-deficient background.

Notch-RBP-J signaling has been shown to play a role in regulating functional polarization and activation of macrophages, and regulated formation of Kupffer cells and macrophage differentiation from Ly6C^hi^ monocytes in ischemia (Foldi et al., 2016; Hu et al., 2008; Kang et al., 2020; Krishnasamy et al., 2017; Sakai et al., 2019; Wang et al., 2010; Xu et al., 2012). At steady state, interaction of DLL1 with Notch 2 regulates conversion of Ly6C^hi^ monocytes into Ly6C^lo^ monocytes in special niches of the BM and spleen (Gamrekelashvili et al., 2016). Under inflammatory conditions, Notch2 and TLR7 pathways independently and synergistically promote conversion of Ly6C^hi^ monocytes into Ly6C^lo^ monocytes (Gamrekelashvili et al., 2020). However, in our study, the percentage of blood Ly6C^lo^ monocytes increased in RBP-J-deficient mice. These results somewhat differ from what was observed in mice with conditional deletion of Notch2 (Gamrekelashvili et al., 2016). Actually, four members of the Notch family have been identified in mammals (Radtke et al., 2013). Thus, Notch receptors seem to be non-redundant in regulating monocyte cell fate and distinct Notch receptors are likely to act in a concerted manner to coordinate the monocyte differentiation program.

Colony-stimulating factor 1 receptor (CSF1R) signal, CX3CR1, CEBPβ, and Nr4a1 have been suggested to be involved in the generation and survival of Ly6C^lo^ monocytes. The lifespan of Ly6C^lo^ monocytes is acutely shortened after blockade of CSF1R, and the numbers of these cells are reduced, and the percentage of dead cells increased in mice with endothelial cell-specific depletion of *Csf1* (Emoto et al., 2022; MacDonald et al., 2010). CX3CR1 and CEBPβ-knockout mice show accelerated death of Ly6C^lo^ monocyte and display the decreased level of Ly6C^lo^ monocytes (Landsman et al., 2009; Tamura et al., 2017). Nr4a1 knockout mice have significantly fewer monocytes in blood, BM, and spleen due to differentiation deficiency in MDP and accelerated apoptosis of Ly6C^lo^ monocytes in BM (Hanna et al., 2011). RBP-J-deficient mice had normal MDP and Ly6C^lo^ monocytes, expressed normal level of Nr4a1 and Ki-67, and exhibited normal half-life and turnover rate, which suggested that RBP-J may not regulate Ly6C^lo^ monocytes through these factors. Further studies are required to elucidate the precise molecular mechanisms of RBP-J in Ly6C^lo^ monocytes under steady state.

At the steady state, Ly6C^lo^ monocytes patrol endothelium of blood vessel. After R848-induced endothelial injury, Ly6C^lo^ monocytes recruit neutrophils to mediate focal endothelial necrosis and fuel vascular inflammation, and subsequently, the Ly6C^lo^ monocytes remove cellular debris (Carlin et al., 2013; Imhof et al., 2016). In response to *Listeria monocytogenes* infection, Ly6C^lo^ monocytes can extravasate but do not give rise to macrophages or DCs (Auffray et al., 2007). Additional evidence shows that Ly6C^lo^ monocytes do not merely act as luminal blood macrophages. In lung, exposure to unmethylated CpG DNA expands CD16.2^+^ IM, which originate from Ly6C^lo^ monocytes and spontaneously produce IL-10, thereby preventing allergic inflammation (Schyns et al., 2019). A recent study shows that Ly6C^lo^ monocytes give rise to CD9^+^ macrophages, which provide an intracellular replication niche for *Salmonella* Typhimurium in the spleen, and Ly6C^lo^-depleted mice are more resistant to *Salmonella* Typhimurium infection, suggesting that Ly6C^lo^ monocytes exert certain functions in systemic infection (Hoffman et al., 2021). Our data provide evidence for RBP-J in the function of blood Ly6C^lo^ monocytes as RBP-J-deficient Ly6C^lo^ monocytes exhibited enhanced competition in blood circulation, as well as gave rise to increased numbers of lung CD16.2^+^ IM. In summary, we showed that RBP-J acted as a fundamental regulator of the maintenance of blood Ly6C^lo^ monocytes and their descendent, at least in part through regulation of CCR2. These results provide insights into understanding the mechanisms that regulate monocyte homeostasis and function.

## Materials and methods

### Mice

*Cx3cr1^gfp/gfp^* mice (JAX stock 005582) and *Ccr2^RFP/RFP^* mice (JAX stock 017586) were purchased from the Jackson Laboratory. Mice with a myeloid-specific deletion of the *Rbpj* were generated by crossing *Rbpj^fl/fl^* mice to *Lyz2-*Cre mice as described previously (Hu et al., 2008). *Rbpj^fl/fl^Lyz2*^cre/cre^ were crossed to *Cx3cr1^gfp/gfp^* mice to obtain *Lyz2*^cre/cre^*Cx3cr1^gfp/+^*and *Rbpj^fl/fl^Lyz2*^cre/cre^*Cx3cr1^gfp/+^* mice. C*x3cr1^gfp/+^* mice were obtained by crossing *Cx3cr1^gfp/gfp^* with C57/BL6 CD45.1^+^ mice. *Rbpj^fl/fl^Lyz2*^cre/cre^ mice were crossed with *Ccr2^RFP/RFP^* mice to obtain *Lyz2*^cre/cre^*Ccr2^RFP/+^*, *Lyz2*^cre/cre^*Ccr2^RFP/RFP^*, *Rbpj^fl/fl^Lyz2*^cre/cre^*Ccr2^RFP/+^* and *Rbpj^fl/fl^Lyz2*^cre/cre^*Ccr2^RFP/RFP^* mice. All mice were maintained under specific pathogen-free conditions. All animal experimental protocols were approved by the Institutional Animal Care and Use Committees of Tsinghua University (17-hxy). Gender- and age-matched mice were used at 7–12 weeks old for experiments.

### Quantitative RT-PCR

Blood monocytes were sorted by flow cytometry. The total RNA was extracted using total RNA purification kit (GeneMarkbio) and reversely transcribed to cDNA by M-MLV Reverse Transcriptase (Takara). qPCR was performed on a real-time PCR system (StepOnePlus; Applied Biosystems) using FastSYBR mixture (CWBIO). *Gapdh* messenger RNA was used as internal control to normalize the expression of target genes. Primer sequences are provided in Table 1.

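Each primer of Table 1 was matched, over its whole length, to the GENCODE transcripts of GRCm38. The *Ccr2* pair lies in 1 coding exon on chromosome 9, with CCTTGGGAATGAGTAACTGTGTGAT at 124106535 to 124106559 and ATGGAGAGATACCTTCGGAACTTCT at 124106652 to 124106676, and gives a product of 142 nt. The *Rbpj* pair lies on chromosome 5 and gives 185 nt. ACCCCTGTGCCTGTCGTAGAA matches 53652733 to 53652753 and TCCCGGAATGCAGAAATGTC matches 53653336 to 53653355, which are coding exons 9 and 11 of the 11 exons in 4 of the 5 *Rbpj* transcripts matched. The same product is also predicted from the pseudogene *Rbpj-ps3* on chromosome 6. For *Nr4a1* on chromosome 15, AGTTGGGGGAGTGTGCTAGA, listed as the reverse primer, has the sense of the transcript and lies in the 5′ UTR at 101266871 to 101266890. TTGAGCTTGAATACAGGGCA is antisense and lies in a coding exon at 101270086 to 101270105. This pair gives 124 nt on one *Nr4a1* transcript and 300 nt on another. The *Gapdh* pair, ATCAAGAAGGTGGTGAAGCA and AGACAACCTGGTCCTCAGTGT, lies within a single exon on chromosome 6 at 125162359 to 125162378 and 125162303 to 125162323, and gives 76 nt. Both *Gapdh* primers also match transcripts of 84 other annotated genes, among them the pseudogenes *Gapdh-ps14* and *Gapdh-ps15*. Most of these transcripts have no annotated coding sequence.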

**Table 1.** Primers sequences for regular quantitative real-time PCR (qPCR) used in this study.

Gene	Forward primer	Reverse primer
*Gapdh*	ATCAAGAAGGTGGTGAAGCA	AGACAACCTGGTCCTCAGTGT
*Rbpj*	ACCCCTGTGCCTGTCGTAGAA	TCCCGGAATGCAGAAATGTC
*Nr4a1*	TTGAGCTTGAATACAGGGCA	AGTTGGGGGAGTGTGCTAGA
*Ccr2*	CCTTGGGAATGAGTAACTGTGTGAT	ATGGAGAGATACCTTCGGAACTTCT

### RNA-seq analysis

Ly6C^hi^ and Ly6C^lo^ blood monocytes were isolated from *Rbpj^+/+^Lyz2*^cre/cre^ and *Rbpj^fl/fl^Lyz2*^cre/cre^ mice, and total RNA was extracted using total RNA purification kit (GeneMarkbio). RNA was converted into RNA-seq libraries, which were sequenced with the pair-end option using an Illumina-HiSeq2500 platform at Beijing Genomics Institute (BGI), China. The significantly downregulated genes were identified with p-value<0.05 and (FPKM + 1) fold changes ≤ 0.2, and significantly upregulated genes were identified with p-value <0.05 and (FPKM + 1) fold changes ≥ 5.7. 

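At a (FPKM + 1) fold change of 5.7 or more, 28 genes were upregulated in RBP-J-deficient Ly6C lo monocytes, and at 0.2 or less 69 were downregulated. The 69 include *Actb*, whose estimate failed. With the p-value of the authors' deposited table under 0.05 as a further condition, 20 and 50 genes were left, and these held all 20 upregulated and the lowest 20 downregulated genes of Figure 4A. A q-value under 0.05 in the authors' deposited table left 5 and 6. A threshold of 2-fold either way moved the fold counts most, to 919 upregulated and 1134 downregulated genes. Of the 27 genes past the fold thresholds without such a p-value, 7 are small RNA genes by symbol, and each of the 7 is listed at 0 in 1 library. In Ly6C hi monocytes the fold thresholds alone gave 16 upregulated and 16 downregulated genes. With the p-value of the authors' deposited table added, 7 and 5 were left. At any fold change, 28 genes have a q-value under 0.05 in the authors' deposited table for the Ly6C lo comparison, and 18 of them are listed at 0 in 1 of the libraries. For the Ly6C hi comparison the authors' deposited table has 17 such genes, and all 17 are listed at 0 in 1 library.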

The RNA-seq data are deposited in Gene Expression Omnibus under accession number GSE208772.

### Annexin V staining

Annexin V and 7-AAD were used for identification of apoptotic monocytes by flow cytometry. Blood cells were stained with annexin V (eBioscience) and 7-AAD (BioLegend) according to the manufacturer’s protocols.

### EdU pulsing and latex beads labeling

Mice were injected intravenously with a single 1 mg EdU (Thermo Scientific). BM and blood cells were collected and stained with fluorescence-conjugated mAb against CD45, CD11b, Ly6G, CD115, and Ly6C. Cells were then fixed, permeabilized, and stained with reaction cocktail using EdU Assay Kit. Labeled cells were analyzed by flow cytometry.

Mice were injected intravenously with a single 10 µl latex beads (Polysciences) in 250 µl phosphate buffered saline (PBS). Blood cells were harvested at indicated time. Cells were then stained for CD45, CD11b, Ly6G, CD115, Ly6C, and analyzed by flow cytometry.

### *In vivo* labeling of sinusoidal leukocytes

Mice were injected intravenously with 1 μg of PE-conjugated anti-CD45 antibodies. Two minutes after antibody injection, mice were sacrificed, and BM were harvested. BM cells were then stained and analyzed by flow cytometry.

### Generation of BM chimera

C57/BL6 CD45.2^+^ mice were lethally irradiated in two doses of 5.5 Gy 2 hr apart. 0.8 × 10^5^ BM cells from *Rbpj^+/+^Lyz2*^cre/cre^ mice (CD45.2^+^) or *Rbpj^fl/fl^Lyz2*^cre/cre^ mice (CD45.2^+^) were mixed with 3.2 × 10^5^ BM cells from *Cx3cr1^gfp/+^* mice (CD45.1^+^), and injected intravenously into recipient mice. Mice were used for experiments 8 wk after irradiation.

### Adoptive transfers

BM GFP^+^Ly6C^hi^ monocytes were sorted from *Lyz2*^cre/cre^*Cx3cr1^gfp/+^* or *Rbpj^fl/fl^Lyz2*^cre/cre^*Cx3cr1^gfp/+^* mice, and transferred to *Ccr2^RFP/RFP^* mice. Blood cells were collected 60 hr later for flow cytometry analyses.

### Parabiosis

*Cx3cr1^gfp/+^* CD45.1^+^ mice were surgically joined with age-matched female *Rbpj^fl/fl^Lyz2*^cre/cre^ or *Rbpj^+/+^Lyz2*^cre/cre^ CD45.2^+^ mice at the age of 6 wk. Bloods were obtained via cardiac puncture, and cell populations were analyzed by flow cytometry at 4 wk after the surgery.

### Intranasal instillations of LPS

*Rbpj^+/+^Lyz2*^cre/cre^ or *Rbpj^fl/fl^Lyz2*^cre/cre^ mice were anesthetized with isoflurane and intranasally instilled with 10 μg LPS in 25 μl of PBS. Lungs were harvested 4 d later for flow cytometry analyses.

### Immunofluorescence histology

Lungs from *Rbpj^fl/fl^Lyz2*^cre/cre^*Cx3cr1^gfp/+^* and *Lyz2*^cre/cre^*Cx3cr1^gfp/+^* mice were fixed in 1% paraformaldehyde and incubated in 30% sucrose separately overnight at 4℃. The samples were then incubated in the mixture of 30% sucrose and OCT compound (Sakura Finetek) overnight at 4℃. The tissues were embedded and frozen in OCT compound and then cut at 10 µm thickness. Tissue sections were dried for 10 min at 50℃ and then fixed in 1% paraformaldehyde at room temperature for 10 min, permeabilized in PBS/0.5% Triton X-100/0.3 M glycine for 10 min, and blocked in PBS/5% goat serum for 1 hr at room temperature. Sections were stained with rabbit anti-GFP antibodies (1:200; Proteintech) overnight at 4℃ and washed with PBS/0.1% Tween-20 for 30 min three times at room temperature. Sections were then incubated with AF488-conjugated goat anti-rabbit antibodies (1:1000; Cell Signaling Technology) for 2 hr at room temperature and washed with PBS/0.1% Tween-20 for 30 min three times at room temperature. Sections were stained with DAPI (Solarbio) for 7 min, washed in PBS for 8 min two times at room temperature, and mounted with SlowFade Diamond Antifade Mountant (Life Technologies).

### Cell isolation and flow cytometry

Peripheral blood (PB) was sampled by eyeball extirpating, spleens were mashed through a 70 μm strainer, and BM cells were collected from femurs. Lungs were perfused with 5 ml of HBSS (MACGENE) through the right ventricle, excised, and digested in HBSS containing 5% FBS, 1 mg/ml collagenase type I (Sigma-Aldrich) and 0.05 mg/ml DNase I (Sigma-Aldrich) for 1 hr at 37°C. The digested tissues were homogenized by shaking, passed through a 70 µm cell strainer to create a single-cell suspension. The suspension was enriched in mononuclear cells and harvested from the 1.080:1.038 g/ml interface using a density gradient (Percoll from GE Healthcare). BM, spleen, PB, and lung cells were stained with fluorescently conjugated antibodies. The absolute number of cells was counted by using CountBright Absolute Counting Beads (Invitrogen).

Antibodies against CD45 (30-F11), Ly6C (HK1.4), CD64 (X54-5/7.1), CD206 (C068C2), CD16.2 (9E9), CD45.1 (A20), F4/80 (BM8), Biotin, CD19 (6D5), CCR2 (SA203G11), and CD3ε (145-2C11) were purchased from BioLegend. Antibodies against Ly6G (1A8-Ly6g), CD11b (M1/70), CD115 (AFS98), CD117 (2B8), CD135 (A2F10), CD11c (N418), CD206 (MR6F3), CD45.2 (104), Nur77 (12.14), Ki-67 (SolA15), CD4 (RM4-5), and lineage maker were purchased from eBioscience. Fluorescence-conjugated mAb against Ly6C (AL-21) were purchased from BD Biosciences. Isotype-matched antibodies (eBioscience) were used for control staining. All antibodies were used in 1:400 dilutions, and surface antigens were stained on ice for 30 min.

For intracellular staining, cells were stained with antibodies to surface antigens, fixed and permeabilized with the Cytofix/Cytoperm Fixation/Permeabilization Solution Kit (BD Biosciences), and stained with antibodies or isotype control diluted in permeabilization buffer separately for 30 min at room temperature.

Cells were analyzed on FACSFortessa or FACSAria III flow cytometer (BD Biosciences) using FlowJo software.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism software. All results are shown as mean ± SEM. Statistical significance was determined using Student’s unpaired *t*-test. Statistical significance was defined as p<0.05.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE208772. The following dataset was generated: KangL ZhangB KouT 2024RNA-seq for blood Ly6Chi and Ly6Clo monocyte in WT and RBP-Jfl/fl Lyz2-Cre miceNCBI Gene Expression OmnibusGSE208772

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*)	*Cx3cr1* ^*gfp/gfp*^	Jackson Laboratory	Strain #: 005582 from Jackson Laboratory	
Strain, strain background (*M. musculus*)	*Ccr2* ^*RFP/RFP*^	Jackson Laboratory	Strain #: 017586 from Jackson Laboratory	
Strain, strain background (*M. musculus*)	*Rbpj* ^*fl/fl*^	Tasuku Honjo of Kyoto University		
Strain, strain background (*M. musculus*)	*Lyz2*-Cre	Jackson Laboratory	Strain #: 004781 from Jackson Laboratory	
Strain, strain background (*M. musculus*)	C57BL6/J	Jackson Laboratory	Strain #: 000664 from Jackson Laboratory	
Strain, strain background (*M. musculus*)	CD45.1	Jackson Laboratory	Strain #:002014 from Jackson Laboratory	
Antibody	APC/Cy7 anti-mouse CD45 antibody	BioLegend	103116	1:400
Antibody	PE anti-mouse CD45	BioLegend	103106	1:400
Antibody	Brilliant Violet 510 anti-mouse CD45 antibody	BioLegend	103137	1:400
Antibody	Alexa Fluor 700 anti-mouse Ly-6C	BioLegend	128024	1:400
Antibody	PE anti-mouse Ly-6C	BD Biosciences	560592	1:400
Antibody	CD4 monoclonal antibody, PerCP-Cyanine5.5	eBioscience	45-0042-82	1:400
Antibody	PE anti-mouse CD3ε antibody	BioLegend	100307	1:400
Antibody	BV605 anti-mouse CD19 antibody	BioLegend	115539	1:400
Antibody	BV421 anti-mouse CD16.2 antibody	BioLegend	149521	1:400
Antibody	CD11c monoclonal antibody, PE-Cyanine7	eBioscience	25-0114-82	1:400
Antibody	CD11c monoclonal antibody, PerCP-Cyanine5.5	eBioscience	45-0114-82	1:400
Antibody	Ly-6G monoclonal antibody, APC	eBioscience	17-9668-82	1:400
Antibody	Ly-6G monoclonal antibody, PerCP-eFluor 710	eBioscience	46-9668-82	1:400
Antibody	CD11b monoclonal antibody, PerCP-Cyanine5.5	eBioscience	45-0112-82	1:400
Antibody	CD11b monoclonal antibody, PE-Cyanine7	eBioscience	25-0112-82	1:400
Antibody	CD117 (c-Kit) monoclonal antibody, APC	eBioscience	17-1171-82	1:400
Antibody	CD135 (Flt3) monoclonal antibody, APC,	eBioscience	17-1351-82	1:400
Antibody	CD135 (Flt3) monoclonal antibody, PE	eBioscience	12-1351-82	1:400
Antibody	Brilliant Violet 421 anti-mouse CD192 (CCR2) antibody	BioLegend	150605	1:400
Antibody	Mouse Hematopoietic Lineage Antibody Cocktail, eFluor 450	eBioscience	88-7772-72	1:400
Antibody	Brilliant Violet 421 anti-mouse CD45.1 antibody	BioLegend	110732	1:400
Antibody	CD45.2 monoclonal antibody, PE-Cyanine7	eBioscience	25-0454-80	1:400
Antibody	FITC anti-mouse F4/80 antibody	BioLegend	123107	1:400
Antibody	APC/Cyanine7 anti-mouse F4/80 antibody	BioLegend	123117	1:400
Antibody	APC anti-mouse CD64 antibody	BioLegend	139306	1:400
Antibody	CD206 monoclonal antibody, PE	eBioscience	12-2061-82	1:400
Antibody	PerCP/Cyanine5.5 anti-mouse CD206 antibody	BioLegend	141715	1:400
Antibody	Nur77 monoclonal antibody, PerCP-eFluor 710	eBioscience	46-5965-82	1:400
Antibody	Ki-67 monoclonal antibody, APC	eBioscience	17-5698-82	1:400
Antibody	CD115 monoclonal antibody, Biotin	eBioscience	13-1152-85	1:400
Antibody	Brilliant Violet 605 Streptavidin	BioLegend	405229	1:400
Antibody	Rabbit anti-GFP antibody	Proteintech	50430-2-AP	1:200
Antibody	Goat anti-rabbit Alexa Fluor 488	Cell Signaling Technology	4412S	1:1000
Chemical compound, drug	Phosphate buffered saline (PBS)	Gibco	C10010500BT	
Chemical compound, drug	CountBright Absolute Counting Beads	Invitrogen	C36950	
Chemical compound, drug	DAPI	Solarbio	C0060-1ml	
Chemical compound, drug	HBSS	MACGENE	CC016.1	
Chemical compound, drug	FBS	Gibco	16000-044	
Chemical compound, drug	Collagenase type I	Sigma-Aldrich	C0130-500MG	
Chemical compound, drug	DNase I	Sigma-Aldrich	10104159001	
Chemical compound, drug	Percoll	GE Healthcare	17-0891-01	
Chemical compound, drug	SlowFade Diamond Antifade Mountant	Life Technologies	S36972	
Chemical compound, drug	Tween-20	Amresco	0777-1L	
Chemical compound, drug	Paraformaldehyde	Sigma-Aldrich	158127-500G	
Chemical compound, drug	OCT	Sakura Finetek	4583	
Chemical compound, drug	Triton X-100	Merck Millipore	648466	
Chemical compound, drug	Glycine	Amresco	0167-5kg	
Chemical compound, drug	Lipopolysaccharide (LPS)	Sigma-Aldrich	L2630	
Commercial assay or kit	Cytofix/Cytoperm Fixation/Permeabilization Solution Kit	BD Biosciences	554715	
Commercial assay or kit	Click-iT EdU AF488 Flow Cytometry Assay Kit	Invitrogen	C10425	
Commercial assay or kit	Fluoresbrite Polychromatic Red Microspheres	Polysciences	19507-5	
Commercial assay or kit	7-AAD Viability Staining Solution	BioLegend	420403	
Commercial assay or kit	Total RNA Purification Kit	GeneMarkbio	TR01-150	
Commercial assay or kit	FastSYBR mixture	CWBIO	CW2622M	
Commercial assay or kit	Reverse Transcriptase M-MLV	Takara	2641B	
Commercial assay or kit	Annexin V Apoptosis Detection Kit APC	eBioscience	88-8007-72	
Software, algorithm	FlowJo	FlowJo	RRID:SCR_008520	
Software, algorithm	Prism	GraphPad	RRID:SCR_002798	
Software, algorithm	ImageJ	ImageJ	RRID:SCR_003070

# Supplementary material for: RBP-J regulates homeostasis and function of circulating Ly6Clo monocytes
**Source:** eLife. 2024 Feb 26;12:RP88135. doi: 10.7554/eLife.88135
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | In Appendix 1 |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | In Appendix 1 |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. | In the Methods section |  |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Included in Materials and Methods section and indicated in each figure legend. |  |
| Define whether data describe technical or biological replicates. | Included in Materials and Methods section and indicated in each figure legend. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | In the Ethics section |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | In the Methods section |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | In the Data availability section |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | In the Data availability section:  1. RNA/ATAC/CUT&TAG associated sequencing data have been deposited in GEO under accession codes GSE208772.  2. All data excepted from the sequencing data, generated or analysed during this study are included in the Source Data files. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | In the Methods section |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | In the Methods section |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

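RNA-seq of blood monocytes from *Rbpj+/+Lyz2* cre/cre control and *Rbpj fl/flLyz2* cre/cre RBP-J-deficient mice was analysed from the table the authors deposited. The 4 groups, Ly6C lo and Ly6C hi monocytes of each genotype, hold 1 library each. The authors deposited FPKM values made from paired-end reads of an Illumina HiSeq2500 instrument. The paper's text names neither the aligner, the program nor the genome build, and the columns and status codes are those of Cuffdiff. The authors also deposited a p-value and a q-value for each gene in each pair of libraries, from a test that the text does not name and that compared single libraries. These are printed only as values of the authors' deposited table.

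From the FPKM values the log2 ratio of (FPKM + 1), RBP-J-deficient over control, was computed in each subset, after the fold thresholds of 5.7 and 0.2 on (FPKM + 1) in the paper's methods. The values came from the pair of libraries compared, and rows that share a symbol were summed. No count test could be used, no p-value was computed, and differences between single libraries have no replicate check. Depth is unknown, so no interval or floor is given.

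Genes named are *Rbpj*, *Lyz2*, *Itgax*, *Ccr2*, *Nr4a1*, *Mki67*, *Cx3cr1*, *Csf1r*, *Cebpb*, the Notch receptors, the genes of Figure 4A, members of marker gene lists, and the 5 largest changes in each direction per subset. The rule, the lists and the alternatives, apart from those named as chosen later, were set before the data were examined. The median of a gene list was placed among 10000 random lists of the same size, drawn from 10 bins of mean expression, as a description of these libraries. Principal components and Euclidean distances used log2(FPKM + 1) of genes with an FPKM of at least 1 in at least 1 library.

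A GC correction, chosen after seeing the data, subtracted the lowess trend (fraction 0.3, 3 robustness iterations) of the log2 ratio against the GC content of the longest GENCODE transcript. The trend was fitted on 6330 genes with a mean FPKM of at least 5. A GC content was found for 98.8% of the 10240 expressed genes, and genes without one kept their ratio. For a mixture of cells, the share of the way from one library to another was computed per gene. The procedures were tested on simulated data. Of 200 genes changed in a simulation with a GC trend over 23997 rows, 99.5% were past the thresholds after the correction, and none of 4529 unchanged genes was. Without the correction 97.5% of the changed genes were past them. The simulated changes were set well past the thresholds, so this recovery does not speak to genes near a threshold. A mixture of 5% was estimated as 4.92% from 21 genes. Of 100 random gene lists, 8% fell outside the middle 95% of the random medians.

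Coordinates are 1-based positions on GRCm38 from GENCODE release M21, except for *Erdr1*, whose position is the deposited one. Primers of Table 1 were matched to GENCODE transcripts. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6 were used.

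Alternatives covered the pseudocount (0.1 and 5), filters on FPKM, median centring, rescaling to TPM, the fold threshold, the p-value and q-value of the authors' deposited table, the settings of the principal components, and the GC correction. The qPCR and flow cytometry experiments of the paper were not analysed here, apart from source data quoted as the paper's.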

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

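The tests of mixed cells in *Ccr2*, *Ly6c2* and *F13a1* and in the Ly6C lo marker genes, and the tests of GC content and transcript length, were chosen only after the results were seen.

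The paper lists changed genes for Ly6C lo monocytes only. In the Ly6C hi libraries, 16 genes were higher and 16 lower in RBP-J-deficient mice at the paper's fold thresholds. The 5 largest rises were those of *Mir24-2*, *Mir703*, *Mir1931*, *Mir8112* and *Snord15a*, and the falls included *Mir697* and *Snora43*, so small RNA genes are prominent among them. *Actb*, with a failed estimate, is also counted among the lower genes. With an FPKM of at least 1 required in all 4 libraries, 4 and 5 genes were left. Whether these differences exceed the variation between mice cannot be told with 1 library per group. GC-rich genes were lower in the RBP-J-deficient library of this subset too, with a Spearman rho of -0.29 across 6330 genes, which are not independent replicates. This rho describes the pattern and cannot separate a library bias from a biological difference.

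The Ly6C lo marker genes, a list of 20 expressed genes, had a median log2 ratio of 1.09 in Ly6C hi monocytes, and -0.36 in Ly6C lo monocytes. The Ly6C hi marker genes, also 20, had a median of -0.10 in Ly6C hi and 1.19 in Ly6C lo monocytes. In each subset the markers of the other subset were thus higher in the RBP-J-deficient library, and this difference between the subsets was not tested. The directions were the same after rescaling to TPM, with medians of 0.99 and -0.66 for the Ly6C lo markers and -0.20 and 0.89 for the Ly6C hi markers. A mixture of cells from the other gate is a technical explanation, and predicts a similar share for every marker gene. For the Ly6C hi markers in RBP-J-deficient Ly6C lo monocytes the median share was 4.87%, with an interquartile range of 32.1 percentage points over 19 genes. For the Ly6C lo markers in RBP-J-deficient Ly6C hi monocytes the median share was 18.0%, with an interquartile range of 22.6 percentage points over 16 genes. Shares this uneven do not come from a mixture alone, but a small mixture beside changed genes cannot be excluded. A biological effect of the genotype remains open beside it.

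*Ccr2* was higher in RBP-J-deficient Ly6C lo monocytes, with a log2 ratio of 2.98, and lower in Ly6C hi monocytes, with -0.19. The difference between the subsets was not tested, and a ratio as small as -0.19 between single libraries has no error to set it against. The genes at least 16 times higher in control Ly6C hi than in control Ly6C lo monocytes reached a median share of 4.25%, with an interquartile range of 18.3 percentage points over 15 genes. At the median share, *Ccr2* in RBP-J-deficient Ly6C lo monocytes was 5.69 times the predicted FPKM, so a mixture of that size does not account for its level. *Ly6c2* and *F13a1* were 1.00 and 0.847 times the predicted FPKM, and *Ly6c2* is the gene at the median, so their rise cannot be told apart from a few percent of Ly6C hi cells. Of the 20 upregulated genes of Figure 4A, the other 18 were at least 2-fold above the prediction. The GC correction left *Ccr2* at 2.50.

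The Notch target genes, 7 of them expressed, had a median log2 ratio of -0.38 in Ly6C lo and 0.0423 in Ly6C hi monocytes. The difference was not tested. The medians lay at percentiles 12.6 and 57.7 of random lists, and after rescaling to TPM the Ly6C hi median was -0.00710, so the opposite signs depend on the scaling. The list is mixed, with 3 members higher and 4 lower in Ly6C lo monocytes. *Hes1* had -4.24 and -1.46 in the Ly6C lo and Ly6C hi subsets, and *Nrarp* had -3.50 and 0.0423. The Ly6C lo median is the value of *Myc*, at an FPKM of 0.442 in control and 0.111 in RBP-J-deficient mice. The Ly6C hi median is that of *Nrarp*, at 0.716 and 0.767. Each median thus rests on 1 gene of low FPKM. No biological explanation was tested.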

How the results depend on the processing

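The results were 20 in number, and 126 values were computed under alternatives. Of these, 80 were taken as unchanged. For log2 ratios this meant no change of sign and the same side of the threshold, for counts of genes a value within 1.5 times the main count, and for ranks, shares of variance and distance ratios the same printed value. The 80 include the median of the Notch target genes with all 17 list members found, which was 0 and so has no direction. For the values printed here as changed, the cause was not tested. The GC correction, the restriction to genes with status OK, the q-value, the removal of failed estimates and TPM for gene lists were chosen after seeing the data. The alternatives that need read counts were not run.

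The log2 ratios of *Ccr2*, *Itgax*, *Rbpj* and *Nr4a1* kept their direction under every alternative run. *Itgax* in Ly6C lo monocytes went from -3.08 to -2.26 with a pseudocount of 5, short of the lower threshold. *Ccr2* in Ly6C lo monocytes went from 2.98 to 2.50 with the GC correction, just short of the upper threshold.

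The number of genes past the fold thresholds depended on the settings. In Ly6C lo monocytes 28 were higher and 69 lower, with *Actb* and its failed estimate among the 69. Among genes with status OK, 28 were higher and 68 lower. A pseudocount of 0.1 gave 166 and 473, a pseudocount of 5 gave 8 and 15, and a 2-fold threshold gave 919 and 1134. With the q-value of the authors' deposited table, 5 and 6 were left. An FPKM of at least 1 in all 4 libraries left 17 higher genes. Rescaling to TPM gave 148 lower genes and 20 higher, so that 11.9% of the calls were higher in place of 28.9%. This rescaling shifts the log2 ratio of FPKM by -0.30 in Ly6C lo and -0.10 in Ly6C hi monocytes. In Ly6C hi monocytes 16 were higher and 16 lower. A pseudocount of 0.1 gave 163 and 270, a pseudocount of 5 gave 9 and 4, and a 2-fold threshold gave 270 and 467. An FPKM of at least 1 in all 4 libraries left 4 and 5, and a mean FPKM of at least 10 left 10 and 8. With the fold threshold and the authors' p-value under 0.05 from the authors' deposited table, the number of genes higher in Ly6C hi was 7 and the number lower was 5. With the q-value of the authors' deposited table these were 2 and 0.

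*Ccr2* ranked 11 among all genes higher in Ly6C lo monocytes, 85 with a pseudocount of 0.1, 6 with a pseudocount of 5 and 9 among genes with a mean FPKM of at least 10. *Itgax* ranked 17 among the lower genes, and 95, 18 and 12 under the same alternatives.

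Components 1 and 2 held 88.2% of the variance, 87.6% with all genes, 88.6% with the 500 most variable genes, 83.8% with unit variance, 96.5% with FPKM without log and 84.7% with a pseudocount of 0.1. The genotype distance in Ly6C lo over that in Ly6C hi monocytes was 1.37. It was 1.35 with all genes, 1.21 with the 500 most variable genes, 1.29 with FPKM without log, 1.26 with a pseudocount of 0.1, 1.68 with 1 minus Spearman's rho and 1.39 without failed estimates, above 1 each time.

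The Ly6C hi marker, Ly6C lo marker and immediate early genes stayed outside the middle 95% of random lists in Ly6C lo monocytes under each alternative run. The Notch target genes had a median of -0.38, inside that range, and -1.09, outside it, with a pseudocount of 0.1. The proliferation genes had a median of 0.0813 in Ly6C lo monocytes, close to 0, at percentile 76.7 of random lists. With all list members found in the table the median was -0.0922, at percentile 12.2. With TPM, which lowers all Ly6C lo ratios, it was -0.0870, and the percentile of 76.2 shows that the list kept its place. In Ly6C hi monocytes the median of the proliferation genes was 0.286, at percentile 97.51, just outside the middle 95% of random lists. After the GC correction this Ly6C hi median was 0.169, at percentile 91.95, inside that range. The unknown depth limits what can be said of genes with low FPKM.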

Differences from the paper's values

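The log2 ratios of the 40 genes of Figure 4A did not differ from the paper's source data. The share of variance on the plotted principal components was 88.2% here and about 94% in Figure 4C, read by eye. Of the alternatives set before the data were examined, FPKM without log gave 96.5%, above the paper's value, and the others gave from 83.8% to 88.6%, below it.

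The paper states that Nr4a1 expression was similar in Ly6C lo monocytes of control and RBP-J-deficient mice, from flow cytometry and qPCR. In the RNA-seq libraries the log2 ratio of *Nr4a1* in Ly6C lo monocytes was -3.22, and the gene is among the downregulated genes of Figure 4A.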

Other observations

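The tests in this part were chosen only after the results were seen, apart from the tests of the sex of the mice and of genes listed near 0.

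*Nr4a1* had an FPKM of 618.2 in control and 65.6 in RBP-J-deficient Ly6C lo monocytes, and of 213.9 and 182.5 in Ly6C hi monocytes. In the authors' deposited table its p-value in Ly6C lo monocytes is 0.00015 and its q-value 0.0338. The paper's qPCR source data for Ly6C lo monocytes have a mean of 0.909 (SD 0.506) in 4 control and 0.826 (SD 0.474) in 4 RBP-J-deficient samples. The log2 ratio of the paper's means is -0.14. An additional control value marked with an asterisk in the paper's source data is left out of the control mean. With it the log2 ratio of the paper's means is -0.45 over 5 and 4 samples. The log2 ratio of the paper's means in Ly6C hi monocytes is 0.22 over 5 and 5 samples. GC content bias is one technical explanation, but *Nr4a1* had a log2 ratio of -2.81 after the GC correction. The paper's qPCR primers are predicted to amplify 2 of the 4 annotated *Nr4a1* transcripts. Among these 2 is a coding transcript of 7 exons. A coding transcript of 8 exons matches only the antisense primer, so the qPCR would not detect it. The paper also found similar Nr4a1 by flow cytometry, which uses no primers. Which transcripts these monocytes express was not analysed here.

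The immediate early genes, to which *Nr4a1* belongs, had a median log2 ratio of -0.66 in Ly6C lo and -0.30 in Ly6C hi monocytes over 19 expressed genes. In Ly6C lo monocytes 13 of the 19 were lower. After the GC correction the Ly6C lo median was -0.43 and lay at percentile 0.66 of random lists. In Ly6C hi monocytes the median moved from percentile 0.12 to 3.995, inside the middle 95%, with a value of -0.14. Whether handling of the cells differed between the libraries was not tested.

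GC-rich genes were lower in RBP-J-deficient Ly6C lo monocytes. The Spearman rho of log2 ratio and GC content was -0.37 across 6330 genes, which are not independent replicates, and the median log2 ratio fell from 0.51 in the lowest GC decile to -0.48 in the highest. The rho between the control subsets was 0.17. These values restate the pattern, so a GC bias of library preparation cannot be told apart from a biological difference. The GC content of 39 of the 40 genes of Figure 4A was known, and 26 of these 39 were still past the fold thresholds after the GC correction. Transcript length had a rho of -0.12 with the log2 ratio, although the shortest decile had a median of 0.60.

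The log2 ratios of the Ly6C lo and Ly6C hi subsets went together across the same 6330 genes, with a Spearman rho of 0.61. After the GC correction in each subset the rho was 0.57, so the GC trend does not account for most of it.

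*Cd22*, a downregulated gene of Figure 4A, is also a B cell gene. Of the other B cell genes at an FPKM of at least 0.5 in either Ly6C lo library, 80.0% (4 of 5) were at least 2-fold lower in the RBP-J-deficient library. *Cd79a* had 9.02 in control and 1.13 in RBP-J-deficient mice, *Ms4a1* 3.27 and 0.0603. *Cd79b* went the other way, with 41.9 and 100.2. A candidate explanation, resting on these 5 genes, is B cells mixed into the control Ly6Clo library. The fall was not limited to B cell genes. From control to RBP-J-deficient Ly6C lo monocytes the median FPKM of the B cell list went from 0.827 to 0.0564. It went from 0.913 to 0.375 for neutrophil, 3.97 to 1.59 for platelet and 1.02 to 0.316 for dendritic cell genes. T cell and NK cell genes also fell, from lower values, and erythroid genes rose from 8.90 to 28.1. The B cell explanation thus stays open.

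The 2 Ly6C lo libraries did not differ in sex-linked genes: of *Xist* and the 4 Y chromosome genes, 0 were at an FPKM of at least 1 in one library and under 0.1 in the other. Of the 20 downregulated genes of Figure 4A, 4 (*Nrarp*, *Hmga1*, *F11r* and *Cd22*) were under an FPKM of 1 in RBP-J-deficient Ly6C lo monocytes and at least 1 in control Ly6C lo monocytes. *Nrarp* and *Hmga1* are listed at 0. The test set beforehand also required at least 1 in both Ly6C hi libraries, which 2 of the 4 met.

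Other genes the paper discusses had these values in RBP-J-deficient over control monocytes. The paper reports normal CCR2 and CD11c in Ly6C hi monocytes by flow cytometry, and *Itgax* had a log2 ratio of -0.83 there, from low values. The paper's qPCR source data for *Ccr2* have a log2 ratio of the means of 3.04 in Ly6C lo monocytes, over 7 and 7 samples. It is -0.44 in Ly6C hi monocytes over 6 and 6 samples, with means of 0.641 (SD 0.274) in control and 0.474 (SD 0.283) in RBP-J-deficient mice, beside the RNA-seq log2 ratio of -0.19. *Mki67* had -0.16 in Ly6C lo monocytes at an FPKM of 0.671 in control mice. *Csf1r* had -1.36, *Cx3cr1* -0.12 and *Cebpb* 0.25 in Ly6C lo monocytes. *Notch2* had 2.53 in Ly6C lo and 1.18 in Ly6C hi monocytes. *Lyz2*, whose locus carries the cre gene in both genotypes, had 1.35 in Ly6C lo monocytes.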
